A study of Mus musculus with 17 samples. Its data were reported in "HMGB2 regulates the differentiation and stemness of exhausted CD8+ T cells during chronic viral infection and cancer" (2023).

How the data were processed

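Poly(A)-selected RNA of sorted P14 T cells was sequenced by the authors as stranded libraries, each made from cells pooled over several mice. The authors trimmed the reads with trimmomatic, quantified them with Salmon against the mouse GRCm38 reference and summed them to genes with tximport, after removing libraries that a robust PCA marked as outliers. The annotation release and the settings of tximport are not given in the sources used here. The authors deposited expected counts per gene, that is, estimated read counts stored as whole numbers without normalization. Because the counts are estimates and no transcript lengths accompany them in the tables used here, no correction for differences in isoform length between libraries was made.

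The 8 dpi table held 11 libraries and the 20 dpi table held 6 over the same 25239 gene symbols, and no column was left unused. Groups were taken from the labels by infection, day and genotype. The labels and the columns number the KO Arm libraries differently, so those 2 were used as group members without a number. Gene coordinates were taken from GENCODE M21 on GRCm38, in which 24366 symbols (96.5%) were found. Segments of immunoglobulin and T cell receptor genes were not analysed here, as 0 of the symbols belong to them. At 20 dpi the authors had transferred both genotypes into the same mice in each experiment, so WT and KO libraries of the same number were taken as pairs there, on the assumption that the number marks the experiment. Their deviations from the group means correlated at 0.309, 0.219 and 0.0331, each higher than that of either library with any library of another number (0.0213 at most), although the last was weak. The comparison had been planned without pairs, and the paired fit is given beside it where it moved a result. At 8 dpi the sources differ, since the methods describe separate mice for each genotype and the description of the series names co-transfer for both days, and this was not resolved. Libraries within a group were compared to exclude duplicated columns. The Spearman correlation across genes ranged from 0.9485 to 0.9928, and the squared difference was between 38.15 and 762.6 times what counting noise alone gives, so none was a copy of another.

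Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups as design, libraries were scaled by TMM, and the quasi-likelihood F test was run with robust dispersion and 1 coefficient per group. All 11 libraries of 8 dpi entered a single fit, since the KO Arm group holds only 2, and the 6 libraries of 20 dpi entered another. The comparisons were KO against WT in Arm at 8 dpi, in Cl13 at 8 dpi and in Cl13 at 20 dpi, Cl13 against Arm in WT and in KO cells, the interaction of infection and genotype at 8 dpi, and the interaction of day and genotype over the 12 Cl13 libraries. In the last of these the days come from separate tables and, by the methods, separate transfer schemes, and only the difference of the differences was tested. P-values were two-sided and adjusted by Benjamini and Hochberg (FDR) over the genes tested, and genes with FDR of at most 0.1 and an absolute log2 fold change of at least 0.5 were called DEG, the thresholds that the study used for its downstream work. The SE of a log2 fold change was derived from its test statistic. TMM CPM are given as mean and SD over libraries. Wilson intervals at 95% and the limits set by 0 counts (3 counts) cover counting error only, since reads without molecular identifiers are not independent molecules.

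Gene lists were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, and the FDR was taken over 15 tests. The Tpex and Tex lists hold genes that the study named from its RNA or its accessibility data. The lists from accessibility leave out the genes already on the lists from RNA. Lists for proliferation, B lineage, plasma, myeloid, neutrophil, erythroid, CD4 T and CD8 T cells, MHC class II, Y-linked genes and X inactivation came from general knowledge. The lists, thresholds, tests, comparisons and most alternatives were fixed before the data were examined. A list of 6 naive T cell genes was added later. PCA used variance-stabilised values of DESeq2 1.42.0 for the 500 most variable genes of each table.

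Genes were named in the text by a rule. It took *Hmgb2*, *Hmgb1* and *Hmgb3*, the Tpex and Tex genes from RNA, and members of other lists that passed the thresholds or that a paragraph on the list needed. In each comparison of KO with WT and in Cl13 against Arm in WT cells it took the 3 genes with the largest change in each direction among DEG of at least 10 TMM CPM whose groups did not overlap, and for the interactions the 3 with the smallest FDR, *Hmgb2* and receptor segments left out. Other genes are marked in the text as chosen after their values were seen. Some list members entered the tests of their lists but are not reported here.

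The pipeline was tested on simulated data with the group sizes and dispersions of each comparison, in which 200 genes were changed. For KO against WT at 8 dpi of Cl13, edgeR recovered 85.5% of them with 7.07% of its calls false, and DESeq2 recovered 90.0% with 22.1% false. At 20 dpi edgeR recovered 78.0% with 13.3% false and DESeq2 83.0% with 27.2% false. In Arm, edgeR recovered 80.0% with 10.1% false and DESeq2 90.0% with 25.6% false. For the interaction of infection and genotype edgeR recovered 67.5%, and for that of day and genotype 69.5%. The simulated changes were 1, 2 or 3 on the log2 scale and fell on genes of at least 5 CPM, so these rates say little about smaller changes or rarer transcripts.

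Alternatives changed 1 choice at a time. They were DESeq2 with the Wald test, size factors by relative log expression (RLE) in edgeR, no filter on low counts, a filter at 10 CPM, only the groups compared in the fit, replicate number as a term, an FDR of at most 0.05, no minimum fold change, camera or a prior count of 0.5 for the lists, log2 CPM or all genes for the PCA, and leaving out each library in turn. Added later were sex as a covariate at 8 dpi, the pairs of 20 dpi together with the offsets named next, offsets that remove the trend of each library on transcript length and GC content (lowess, span 0.3), and a test at 20 dpi of only the genes that reach 5 CPM in a library of 8 dpi. Splits of the same libraries into other groups of equal sizes were fitted in the same way.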

Results

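Transcript levels were compared between P14 T cells that carry intact *Hmgb2* (WT) and P14 T cells in which the gene was knocked out (KO). P14 cells are CD8+ T cells of a transgenic mouse line whose T cell receptor recognises a peptide of lymphocytic choriomeningitis virus (LCMV). They had been transferred into mice that were then infected with the Armstrong strain (Arm), which is cleared, or with Clone 13 (Cl13), which persists and drives T cell exhaustion. The 17 libraries of bulk RNA-seq fell into 6 groups. At 8 days post infection (dpi) there were 3 WT and 2 KO libraries from Arm infection and 3 WT and 3 KO libraries from Cl13 infection. At 20 dpi there were 3 WT and 3 KO libraries from Cl13 infection. Both days were quantified over the same 25239 gene symbols. Total counts ranged from 41582545 to 57681085 per library at 8 dpi and from 9199623 to 23256384 at 20 dpi, so that a single count weighed more at the later day. The labels did not number the 2 KO Arm libraries in the same way as the table columns, and they are called a and b here. Levels are given as library-size-normalised counts (CPM) scaled by the trimmed mean of M values (TMM CPM), with the SD across libraries.

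The genotype of every library was examined first through *Hmgb2* itself, which lies on chromosome 8 from 57511907 to 57515999 (GRCm38). WT libraries held 500.8 ± 71.0 TMM CPM (SD, n = 3) in Arm infection, 932.0 ± 432 (n = 3) at 8 dpi of Cl13 infection and 477.7 ± 66.7 (n = 3) at 20 dpi. The WT Cl13 libraries at 8 dpi were uneven, with 458.5 TMM CPM in replicate 1 (95% Wilson interval of the count, 452.2 to 464.6) against 1306 (1295 to 1316) and 1032 (1023 to 1040) in replicates 2 and 3. KO libraries at 8 dpi held 2.48 ± 0.298 TMM CPM (n = 2) in Arm and 1.05 ± 0.362 (n = 3) in Cl13 infection. These levels were 0.495% and 0.113% of the WT mean, and the lowest of them rested on 34 counts. At 20 dpi the KO libraries held 108.8 ± 22.2 TMM CPM (n = 3), which was 22.8% of the WT mean. All 3 KO libraries at 20 dpi contributed, with 131.8 (126.5 to 137.0), 107.0 (101.8 to 112.2) and 87.6 (82.6 to 92.8) TMM CPM. The log2 fold change of KO over WT was -7.66 (SE 0.56, FDR = 0.000586) in Arm, -9.78 (SE 0.50, FDR = 1.78e-05) at 8 dpi of Cl13 and -2.13 (SE 0.19, FDR = 0.0024) at 20 dpi of Cl13 infection by edgeR. The related genes *Hmgb1* (chromosome 5, 149046702 to 149184489) and *Hmgb3* (chromosome X, 71555918 to 71560676) did not pass the thresholds in any of these 3 comparisons.

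**Figure D1:**
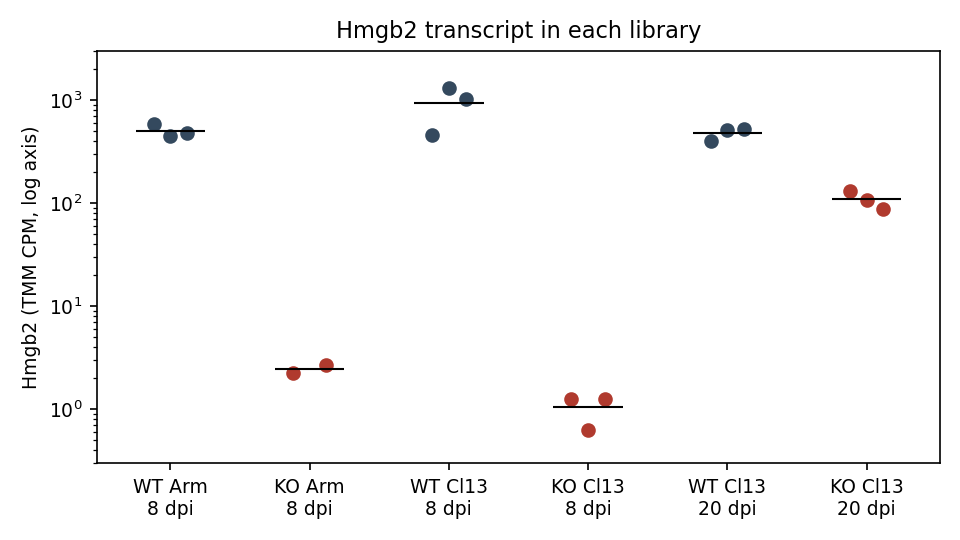
*Hmgb2* in each library (points, TMM CPM on a log axis), with the mean of each group as a bar, for WT (dark) and KO (red) cells. KO libraries sat at or below 2.69 TMM CPM at 8 dpi and between 87.6 and 131.8 at 20 dpi.

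Principal component analysis (PCA) asked how the libraries separate as a whole. Among the 11 libraries of 8 dpi, PC1 carried 68.2% of the variance and parted the infections, with Arm scores from -27.75 to -20.16 and Cl13 scores from 10.41 to 23.22. PC2 carried 16.2%. WT libraries scored from -25.41 to -3.40 on PC2 and KO libraries from 2.49 to 13.09, so the genotypes did not overlap. Replicate 1 of the WT Cl13 group alone set the lower end, since the other WT libraries scored -4.50 or above. Without that library PC1 carried 79.6% and PC2 12.1%. Among the 6 libraries of 20 dpi, PC1 carried 74.8% of the variance and parted the genotypes, with WT scores from -12.13 to -3.54 and KO scores from 4.11 to 17.56. KO replicate 2 held the highest score, and PC1 carried 64.7% without it. Using all genes that passed the count filter in place of the 500 most variable lowered PC1 to 53.5% at 8 dpi and 59.4% at 20 dpi.

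**Figure D2:**
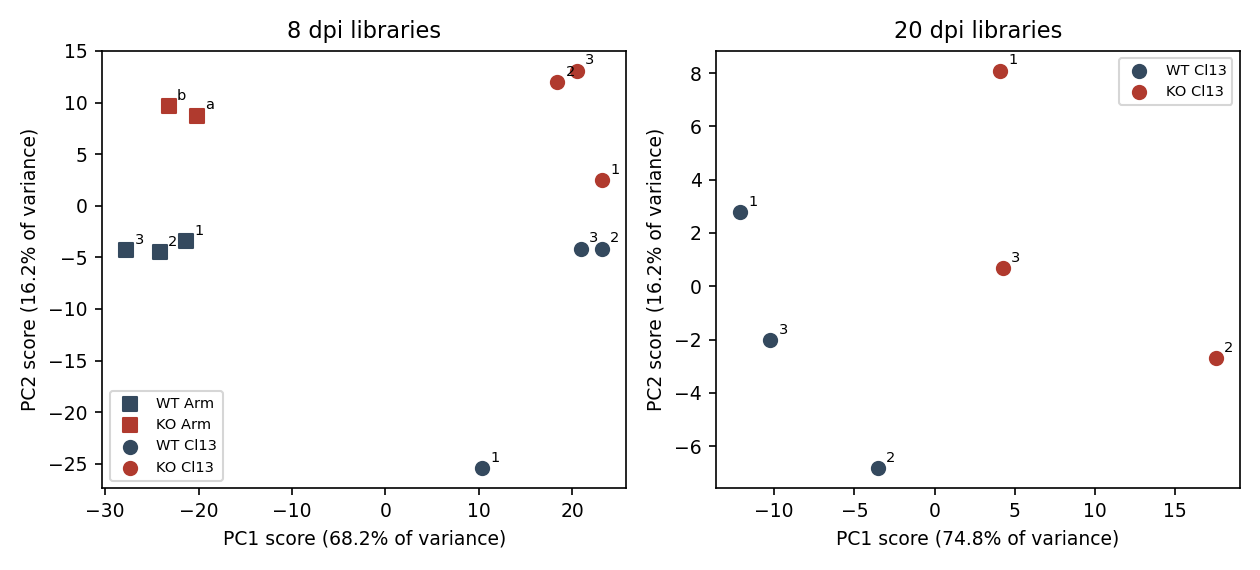
Scores of each library on PC1 and PC2 (axes, with the percent of variance), at 8 dpi (left) and 20 dpi (right), for WT (dark) and KO (red) cells in Arm (squares) and Cl13 (circles) infection, numbered by replicate. Infection separates on PC1 at 8 dpi (68.2% of variance) and genotype on PC1 at 20 dpi (74.8%).

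The effect of the knockout in the acute infection was asked by comparing KO with WT libraries at 8 dpi of Arm. Of 12423 genes tested, 3 were differentially expressed genes (DEG, FDR of at most 0.1 and absolute log2 fold change of at least 0.5) by edgeR, 0 higher and 3 lower in KO. An unadjusted p below 0.05 was reached by 634 genes, where 621 would be by chance. DESeq2 moved this count most, to 129 DEG with 37 higher and 92 lower, and these included all 3. The 3 genes were *Hmgb2*, *Ctse* and *Klra3*. *Ctse* (chromosome 1, 131638306 to 131675505) held 58.9 ± 15.2 TMM CPM in KO (n = 2) against 822 ± 124 in WT (n = 3), a log2 fold change of -3.80 (SE 0.37, FDR = 0.00305 by edgeR). Its FDR rose to 0.135 without KO library b. *Klra3*, chosen after its values were seen, had a log2 fold change of -3.81 (SE 0.31, FDR = 0.000892) and averaged 0.792 TMM CPM in KO against 11.1 in WT. Genotype went with sex in this comparison. All 3 WT libraries held 94.4 TMM CPM or more over the 4 Y-linked genes examined and at most 0.0178 of *Xist*, while both KO libraries held at most 0.997 over the Y-linked genes and at least 50.2 of *Xist*.

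The same comparison at 8 dpi of Cl13 asked for the effect early in chronic infection. By edgeR 9 of 12423 genes were DEG, 0 higher and 9 lower in KO, and 1066 genes had an unadjusted p below 0.05 against 621 by chance. DESeq2 gave 336 DEG, 99 higher and 237 lower, which held all 9. The edgeR count was 22 without WT replicate 1 and 16 without WT replicate 2, and it was 3 without KO replicate 2 and 3 without KO replicate 3. *Ctse* was again lower, with 27.9 ± 3.72 TMM CPM in KO against 569 ± 212 in WT (n = 3 each) and a log2 fold change of -4.35 (SE 0.32, FDR = 0.00029). Besides *Hmgb2*, *Ctse* and *Klra3* the DEG were *As3mt*, *Eno3*, *Ptprv*, *Nrp2*, *Ccdc102a* and *1700025G04Rik*, named after their values were seen. WT libraries carried Y-linked transcripts in 3 of 3 cases and KO libraries in 1 of 3. *Ctse* and *Ptprv* lie within 10 Mb of *Ptprc* (chromosome 1, 138062861 to 138175708), the gene of the CD45 variants by which transferred cells are told from host cells.

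Genes of progenitor exhausted (Tpex) and terminally exhausted (Tex) T cells were examined in these comparisons because the study named them. Tpex cells keep the capacity to renew, whereas Tex cells have lost it. The 7 Tpex genes (*Tcf7*, *Cxcr5*, *Bcl6*, *Foxo1*, *Eomes*, *Id3* and *Bach2*) and the 5 Tex genes (*Tigit*, *Tox*, *Ctla4* and *Ifng* among them) were picked by the study on these libraries, so that their behaviour here is not independent evidence. At 8 dpi of Cl13 all 7 Tpex genes were lower and all 5 Tex genes were higher in KO. None was a DEG by edgeR over all genes, although 6 of the 7 and 4 of the 5 had an unadjusted p below 0.05. Adjusted over the list alone, 7 of 7 and 5 of 5 passed, and DESeq2 called 4 and 2 over all genes. *Eomes* came closest among the Tpex genes, with a log2 fold change of -1.11 (SE 0.18, FDR = 0.103 by edgeR; 1.29e-05 by DESeq2) and 32.3 ± 6.05 against 69.5 ± 6.82 TMM CPM. *Tigit* came closest among the Tex genes, with 0.83 (SE 0.15, FDR = 0.113 by edgeR; 0.000161 by DESeq2). *Tcf7* fell by 1.66 on the log2 scale (SE 0.53, FDR = 0.339), and its WT level was 568.7 ± 392 TMM CPM because replicate 1 held 1021 against 314.2 and 371.2 in replicates 2 and 3. With 1 library left out its change ranged from -2.39 to -0.93. That of *Bach2* ranged from -2.79 to -0.70 and that of *Foxo1* from -0.76 to -0.09. The count over the list alone was not repeated without a library. In Arm infection 6 of the 7 Tpex genes were lower and 4 of the 5 Tex genes were higher. There 2 and 2 passed when adjusted over the list alone, 0 and 0 over all genes by edgeR (2 and 2 had an unadjusted p below 0.05), and 0 and 1 by DESeq2. At 20 dpi of Cl13 all 7 Tpex genes were again lower. *Cxcr5* (chromosome 9, 44511787 to 44561877) was the 1 DEG by edgeR, with means of 52.0 (43.6 to 59.8) TMM CPM in KO against 121.3 (102.5 to 134) in WT (n = 3 each) and a log2 fold change of -1.22 (SE 0.18, FDR = 0.0115). Adjusted over the list alone, 6 of 7 passed, and DESeq2 called 6. In the paired fit *Tcf7* (-0.89, SE 0.09, FDR = 0.00011), *Bcl6* (-1.32, SE 0.26, FDR = 0.00856), *Foxo1* (-1.05, SE 0.12, FDR = 0.000317), *Eomes* (-0.97, SE 0.10, FDR = 0.000123) and *Id3* (-0.62, SE 0.13, FDR = 0.00984) were DEG as well. Among the Tex genes at 20 dpi, 2 were higher and 3 were lower, and 0 passed under any of the 3 counts (2 had an unadjusted p below 0.05 by edgeR), while *Tox* was lower in the paired fit (-0.50, SE 0.12, FDR = 0.0256). Every library of one genotype lay beyond every library of the other for 4 Tpex and 5 Tex genes at 8 dpi of Cl13 and for 6 and 1 at 20 dpi, where chance gives 10% of genes.

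**Figure D3:**
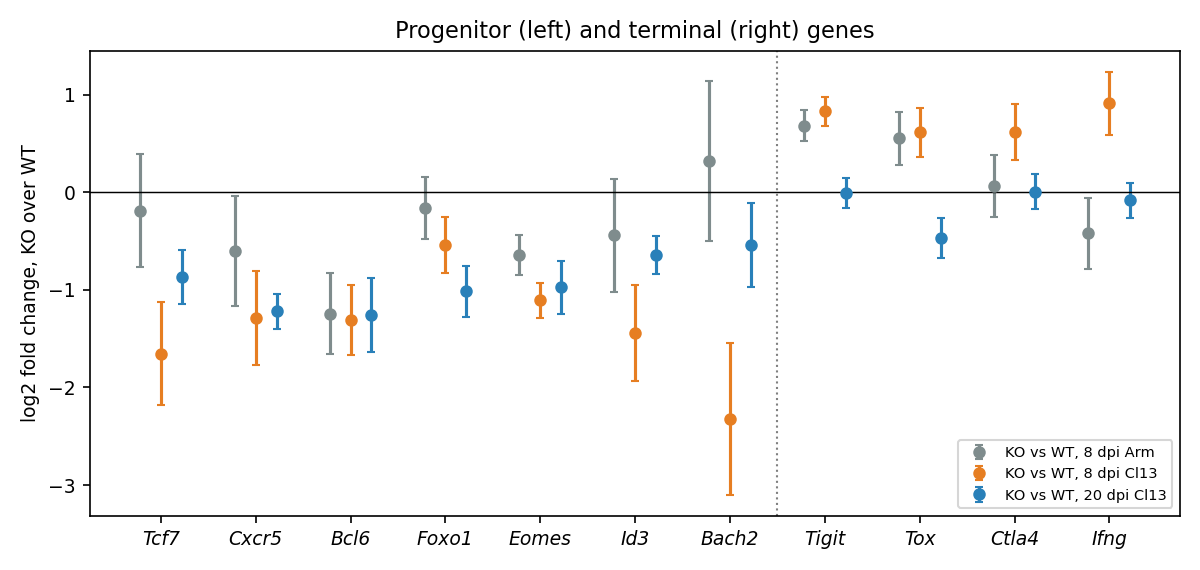
Log2 fold change of KO over WT (points) with its SE (bars) from edgeR, for the Tpex genes (left of the dotted line) and 4 Tex genes (right) in 3 comparisons. The Tpex genes lie below 0 in both Cl13 comparisons, whereas the Tex genes shown lie above 0 at 8 dpi of Cl13 and near or below 0 at 20 dpi.

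As groups of genes, 5 lists were tested in the 3 comparisons of KO with WT by fry, a rotation test, with the FDR taken over the 15 tests. The Tpex list from RNA had a median log2 fold change of -1.49 at 8 dpi of Cl13 (fry FDR = 0.0329), -0.97 at 20 dpi (0.0600) and -0.24 in Arm (0.376). The Tex list from RNA had a median of 0.76 at 8 dpi of Cl13 (0.0329), -0.01 at 20 dpi (0.977) and 0.48 in Arm (0.156). The study also named Tpex and Tex genes from its accessibility data. Those already on the lists from RNA were not tested again here. For Tpex these were *Tcf7*, *Cxcr5*, *Bcl6*, *Foxo1*, *Eomes*, *Id3* and *Bach2*, and *Bcl2a1c* was not on the list either. The lists from accessibility therefore cover only a part of the genes that the study named there. That Tex list (*Klrg1*, *Tbx21*, *Prf1*, *Adam8*, *Lgals3* and *Gzmb* among others) had medians of 0.63 (0.0329), 0.77 (0.0519) and 0.27 (0.156) in the same order, and *Adam8* and *Lgals3* were DEG at 20 dpi. Its member *Klrg1* went against the median at 8 dpi of Cl13 (-1.49, SE 0.53, FDR = 0.402 over all genes). The KO libraries of 20 dpi also held transcripts of other lineages, as given below. Whether these raised members of the Tex list at that day was not tested. That Tpex list (*Batf*, *Ikzf2*, *Slamf6*, *Bcl2*, *Ccr7*, *Gata3* and *Il7r* among others) had medians of -0.52 (0.237), -0.24 (0.891) and -0.03 (0.891). In Arm its median was -0.03, its mean was 0.02 and the direction of the test was up. For the lists from accessibility, 2 of 8 Tpex and 5 of 7 Tex genes at 8 dpi of Cl13, and 3 and 5 at 20 dpi, passed in either direction when adjusted over the list alone (*Klrg1* among the 5 at 8 dpi), against 0 and 0, and 1 and 2, over all genes by edgeR (at 8 dpi 3 and 5 had an unadjusted p below 0.05, and DESeq2 called 0 and 3). Of the 3 Tpex genes that passed at 20 dpi, the 1 DEG by edgeR and *Ccr7* were higher in KO, against the median of their list. *Ccr7* changed by 0.86 (SE 0.21, FDR = 0.122 over all genes). *Ikzf2* was lower (-1.435, SE 0.476, FDR = 0.33). In Arm 0 and 1 passed adjusted over the list alone and 0 and 0 over all genes by edgeR (unadjusted p below 0.05 in 0 and 1, DESeq2 0 and 1). The list of 12 proliferation genes had medians of 0.22 (0.798), 0.56 (0.318) and -0.10 (0.930), and 0, 3 and 0 of its members passed adjusted over the list alone, with 0 over all genes by edgeR (unadjusted p below 0.05 in 0, 5 and 0, DESeq2 0, 1 and 0). The setting that moved these tests most was camera, a test with a preset correlation of 0.01, by which 10 of the 15 tests passed. Of these the 5 that hold under fry are the Tpex and Tex lists from RNA and the Tex list from accessibility at 8 dpi of Cl13, and the Tpex list from RNA and the Tex list from accessibility at 20 dpi.

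Whether the knockout effect differs between the infections was asked by the interaction at 8 dpi. By edgeR 0 of 12423 genes passed, 245 had an unadjusted p below 0.05 against 621 by chance, and DESeq2 also gave 0. The larger count of DEG in Cl13 than in Arm was therefore not matched by a tested difference for any gene. The effect of the infection itself was far larger. In WT cells 3398 genes were DEG between Cl13 and Arm by edgeR, 2059 higher and 1339 lower in Cl13, and in KO cells 2901, 1698 higher and 1203 lower. A filter at 10 CPM moved the WT count most, to 2040. The KO count rested on 2 Arm libraries and was 1402 without library a and 885 without library b. It was also 1886 without KO Cl13 replicate 1 and 1922 without KO Cl13 replicate 3. The largest changes in WT cells were the rises of *Xcl1* (log2 fold change 6.06, SE 0.77, FDR = 0.00066), *Nrgn* (5.59, SE 0.48, FDR = 0.000178) and *Tlr7* (5.51, SE 0.67, FDR = 0.000516) and the falls of *S1pr5* (-4.33, SE 0.80, FDR = 0.00395), *Klrg1* (-3.88, SE 0.58, FDR = 0.00135) and *Nhsl2* (-3.77, SE 0.52, FDR = 0.001). *Tox* rose to 233 ± 23.6 TMM CPM from 29.2 ± 5.67 (FDR = 0.000182). *Hmgb2* was higher in Cl13 than in Arm in WT cells by 0.90 (SE 0.34, FDR = 0.0851), but the groups overlapped. Its FDR was 0.220 without WT Arm replicate 2, 0.148 without WT Arm replicate 3, 0.281 without WT Cl13 replicate 2 and 0.202 without WT Cl13 replicate 3.

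At 20 dpi the comparison of KO with WT asked for the effect in established chronic infection. By edgeR 204 of 11219 genes were DEG, 173 higher and 31 lower in KO, and 1059 genes had an unadjusted p below 0.05 against 561 by chance. DESeq2 gave 512 DEG, 374 higher and 138 lower, and these held all 204. With WT and KO libraries of the same number taken as pairs, edgeR gave 1011 DEG, 406 higher and 605 lower, which held all 204, so the balance of the directions depended on the fit. Pairs together with offsets for transcript length and GC content gave 732, 403 higher and 329 lower. The edgeR count was 126 without WT replicate 1 and 109 without WT replicate 3. The largest rises were in *Chil3* (chromosome 3, 106147554 to 106167564; log2 fold change 8.69, SE 1.08, FDR = 0.00547), *Mpo* (chromosome 11, 87793581 to 87804413; 7.71, SE 0.93, FDR = 0.00532) and *Lyz2* (chromosome 10, 117277331 to 117282321; 7.42, SE 0.58, FDR = 0.0022). All are genes of myeloid cells. *Lyz2* held 175.1, 440.6 and 128.9 TMM CPM in the KO libraries against 1.37 ± 0.699 in WT (n = 3). The largest falls besides *Hmgb2* were in *Cd200r2* (chromosome 16, 44867097 to 44915840; -2.29, SE 0.31, FDR = 0.00732), *Penk* (chromosome 4, 4133531 to 4138819; -2.23, SE 0.44, FDR = 0.0433) and *Cd22* (chromosome 7, 30865402 to 30880342; -2.12, SE 0.49, FDR = 0.0932). The FDR of *Penk* was 0.145, 0.128 and 0.205 without WT replicate 1, WT replicate 3 and KO replicate 3, and that of *Cd22* was 0.374, 0.240, 0.102 and 0.287 without WT replicate 1, WT replicate 3, KO replicate 1 and KO replicate 3.

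Most of the genes that were higher in KO at 20 dpi were hardly present elsewhere. Of the 173, 115 (66.5%) stayed below 1 TMM CPM in every WT library of that day, 31 of them had 0 counts in all 3, and 120 stayed below 5 TMM CPM in every library of 8 dpi. KO replicate 2 held the highest level for 118 of the 173, KO replicate 1 for 51 and KO replicate 3 for 4. *Jchain* of plasma cells held 1002 ± 734 TMM CPM in KO against 6.11 ± 4.43 in WT (n = 3 each), and *Cd74*, which presents antigen with MHC class II, held 169.8 ± 67.6 against 27.9 ± 6.80. The neutrophil gene *S100a8* held 9.40 ± 11.6 TMM CPM in KO and had 0 counts in the 3 WT libraries, which allows up to 0.327 TMM CPM (3 counts) in the shallowest of them. *Cd8a* held 1761 ± 165 in KO and 1642 ± 128 in WT. These 4 genes were chosen after their values were seen. *Xist* was present in all 6 libraries of 20 dpi, and the Y-linked genes held 16.7 to 29.4 TMM CPM in the KO libraries but at most 0.405 in the WT libraries.

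**Figure D4:**
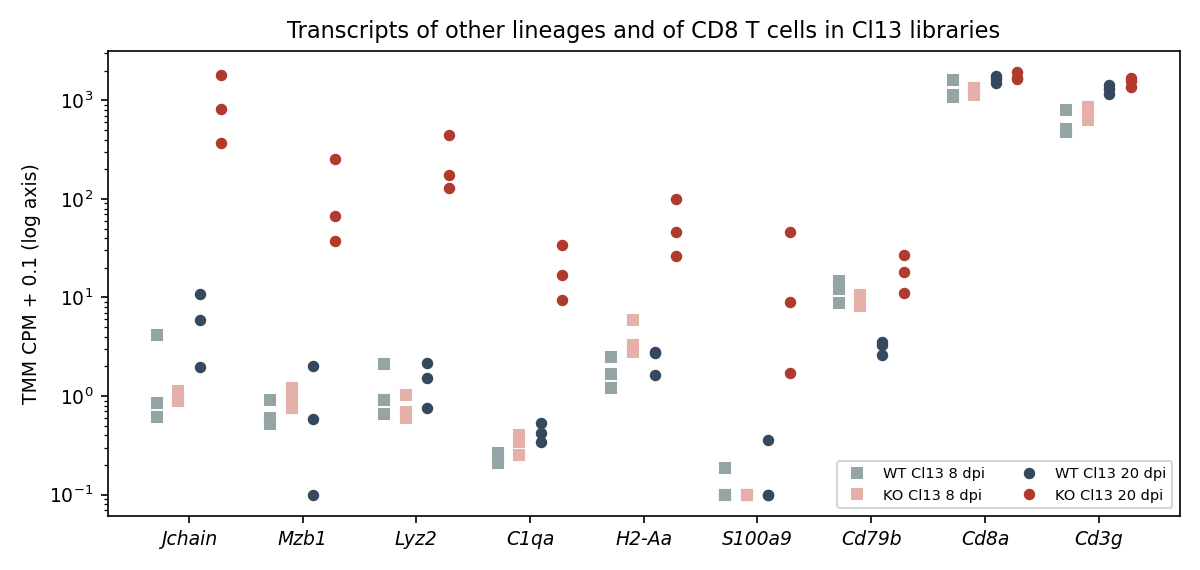
TMM CPM plus 0.1 (log axis) of 9 genes, chosen after their values were seen, in each Cl13 library at 8 dpi (squares) and 20 dpi (circles) for WT (grey and dark) and KO (pink and red) cells. KO libraries of 20 dpi hold more *Jchain*, *Mzb1*, *Lyz2*, *C1qa*, *H2-Aa*, *S100a9* and *Cd79b* than WT libraries of that day, while *Cd8a* and *Cd3g* overlap.

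Whether the knockout effect differs between the days was asked by the interaction of day and genotype over the 12 Cl13 libraries. By edgeR 96 of 12275 genes passed, 94 with a more positive effect at 20 dpi and 2 with a more negative one, and 882 had an unadjusted p below 0.05 against 614 by chance. DESeq2 gave 317, 281 and 36. *Hmgb2* changed by 7.66 on the log2 scale (SE 0.53, FDR = 2.29e-05), since its loss was far deeper at 8 dpi. The 3 genes with the smallest FDR after it were *Lyz2* (log2 difference 8.16, SE 0.81, FDR = 0.000942), *Pld4* (7.50, SE 0.81, FDR = 0.00141) and *Tyrobp* (5.92, SE 0.66, FDR = 0.00141). None of the 12 Tpex and Tex genes passed by edgeR, where 4 (*Tigit*, *Tox*, *Ctla4* and *Ifng*) had an unadjusted p below 0.05, and DESeq2 called 2 (*Tigit* and *Tox*). *Tox* came closest, higher in KO at 8 dpi (0.61) and lower at 20 dpi (-0.47), a difference of -1.08 (SE 0.29) with FDR = 0.178 by edgeR and 0.0284 by DESeq2. The count of 96 was 51, 45 and 43 without KO replicate 1, 2 or 3 of 8 dpi, 54, 55 and 60 without WT replicate 1, 2 or 3 of 20 dpi, and 50 without KO replicate 1 of 20 dpi.

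The fold changes of the comparisons were set against each other over all genes tested in both, *Hmgb2* left out. Genes are not independent replicates, so these correlations describe similarity and carry no p-value. The KO effects in Arm and Cl13 at 8 dpi correlated with Pearson r of 0.393 and Spearman rho of 0.370 over 12422 genes. Of the DESeq2 DEG other than *Hmgb2*, 53 were shared and 53 of these had the same direction. The KO effects at 8 and 20 dpi of Cl13 hardly correlated, with r of 0.0185 and rho of 0.162 over 11053 genes, while 54 DESeq2 DEG were shared, 47 of them in the same direction. The effect of Cl13 over Arm correlated between WT and KO cells with r of 0.805 and rho of 0.816, and 2263 of the 2264 edgeR DEG they shared had the same direction.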

Values the study reported

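The study reported 125 differentially expressed genes between WT and knockout P14 T cells in Arm infection, of which 38 were higher and 87 lower in the knockout. It gave 350 such genes for 8dpi of Cl13 infection, 119 of them higher and 231 lower. For 20dpi of Cl13 infection it gave 679, with 494 higher and 185 lower. In its principal component analysis of the 8dpi libraries, PC1 held 47% and PC2 held 30% of the variance. In that of the 20dpi libraries PC1 held 77%.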

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

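In this part the splits of the libraries for the interaction and their sorting by the groups they keep, the neutrophil-type test, the tests on the *Hmgb2* transcript that remained at 20 dpi and the fit with length and GC offsets were chosen after the result was seen.

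The knockout effect differed between 8 and 20 dpi of Cl13 infection for 96 genes by a test of the difference itself (edgeR, interaction of day and genotype), and 94 of them moved upward. Among them were *Lyz2* (log2 difference 8.16), *Pld4* (7.50), *Tyrobp* (5.92) and *Hmgb2* (7.66). Day, experiment, depth and transfer scheme change together between the tables, and no value here parts them. The libraries of each day were also split in other ways into groups of equal sizes. Of 100 such splits drawn from the 200 possible, 6 gave as many genes, the real one included. This count does not measure chance alone, because 3 of the 5 others kept the genotype groups of 20 dpi (1 of them those of both days, with the sign of 1 day turned) and so carry the genotype difference of that day. Of the 75 splits that kept the groups of neither day, 2 gave as many. Chance is therefore not excluded by the splits as drawn, and their count is no evidence for it either. The highest of the others gave 1452 genes and set WT replicate 2 and KO replicates 2 and 3 of 20 dpi apart, the libraries in which longer transcripts gained least. With the trends on transcript length and GC content removed by offsets, that split gave 0 genes and the real split gave 105, 90 of them among the 96, which argues against the trend as the whole source of the count.

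The upward genes led by *Lyz2* are a pattern of 20 dpi, when transcripts of other lineages were higher in KO libraries. Plasma cells in the sorted population are a candidate source, since 6 of the 8 plasma cell genes detected were higher in every KO library than in any WT library of that day. In the WT libraries 4 of those 8 also reached 5 TMM CPM or more, so these are weak markers here. Immunoglobulin genes, which the test was also meant to use, were not analysed here. *Jchain*, the most abundant, reached 1002 ± 734 TMM CPM. Myeloid cells in the sorted population are a candidate in the same way, with 8 of 12 genes detected, the other 4 being at 5 TMM CPM or more in the WT libraries, and so are neutrophil-type cells in the sorted population, with 6 of 8. Chance separates 3 libraries from 3 in this sense, in either direction, for 10% of genes. All 4 MHC class II genes on the list rose too. For B lineage cells in the sorted population the evidence was split, with 5 of 9 genes detected higher in every KO library while *Cd22* was lower, and *Cd22* is 1 of the DEG, so that a small number of B cells and their absence cannot be told apart. For erythroid cells in the sorted population 4 of the 8 genes had 0 counts in all 17 libraries and 3 were detected at 20 dpi. Of these 3, 0 were higher in every KO library. *Car2* was lower in every one, with 4.75 ± 0.19 TMM CPM in KO against 15.2 ± 1.26 in WT (n = 3 each). So few genes cannot decide, and the presence and absence of erythroid cells cannot be told apart either. For CD4 T cells 1 of 4 genes was higher in every KO library. KO replicate 2 held the highest level for 6 of 8 plasma cell, 10 of 12 myeloid and 7 of 8 neutrophil genes, as would follow if the share of other cells varied between sorts. A change of lineage within KO P14 cells could also raise such genes, and bulk libraries hold no value that separates it from an admixture. It stays open as untested.

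The interaction of *Hmgb2* (7.66) reflects the transcript that KO libraries of 20 dpi still held, 22.8% of the WT mean (range 18.3% to 27.6%). A transcript of the targeted allele is argued against by the KO libraries of 8 dpi, the highest of which reached 0.538% of the WT mean. Cells with an intact *Hmgb2* gene in the sorted population are a candidate explanation. *Ctse*, which was at 7.16% of WT in KO libraries in Arm and 4.90% in Cl13 infection at 8 dpi, lay at 38.1% ± 22.8 (SD, n = 3) at 20 dpi, although 1 of the 3 libraries lay at 11.8%. Both genotypes shared the same mice at that day according to the methods of the study. WT cells of that day carried almost no Y-linked transcripts (at most 0.405 TMM CPM), whereas the KO libraries carried 16.7 to 29.4. Admixed WT P14 cells alone would therefore not supply these. In KO replicates 1, 2 and 3 the Y-linked genes held 29.4, 21.1 and 16.7 TMM CPM. *Hmgb2* fell in the same order (131.8, 107.0 and 87.6). Male host cells with an intact *Hmgb2* gene could carry both. The study names male mice for most experiments but both sexes in its methods, so the sex of these hosts is not known. An order over 3 libraries is weak evidence, and host cells or KO donors of both sexes remain as untested sources. Reads of wild-type libraries of 20 dpi counted in knockout libraries would set a floor for every gene. Counting error and any mixture of the WT libraries allowed for, 24 of 8078 genes lay below that floor in at least 1 KO library. KO replicate 2 held 22 of these (17 at 0 counts), and replicates 1 and 3 held 1 each (*Klra9*, with 25 counts where the floor is 73, and *Ctse*, with 824 where it is 1144). This argues against such reads as the whole source, although it rests on 1 gene each in those 2 libraries. For admixed WT P14 cells of that day the floor cannot decide, because it allows for counting error only. Libraries made from separate sorts differ by more. Even the closest replicates of that day (WT replicates 2 and 3) had a squared difference of 38.15 times what counting noise gives. Reads of wild-type libraries of 8 dpi counted in knockout libraries cannot be told apart from other sources, because with WT Cl13 replicate 2 as their source 2 of the 3 KO libraries had 0 genes below the floor.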

How the results depend on the processing

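The fits with sex as a covariate, with length and GC offsets, alone or with the block, and with only genes seen at 8 dpi were chosen after the data were seen.

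Of 115 recounts of DEG, 75 stayed within 1.5 times the count reported. All recounts of the infection interaction gave 0, and with RLE size factors or no minimum fold change every count stayed within that range. DESeq2 gave 129 in Arm, 336 in Cl13 at 8 dpi, 512 at 20 dpi and 317 for the day interaction, each higher. Its false share on simulated data was also higher. At 10 CPM the counts were 62 at 20 dpi, 2040 for Cl13 against Arm in WT cells, 1796 in KO cells and 23 for the day interaction. Fewer genes were tested there, and of the 204 DEG at 20 dpi 89 remained in the test. With only the groups compared the fit gave 9 in Arm, 3 in Cl13 at 8 dpi and 2210 for Cl13 against Arm in WT cells. No filter gave 23 in Cl13 at 8 dpi. An FDR of 0.05 gave 3 there and 54 for the day interaction, by construction. Sex as a covariate gave 3 in Cl13 at 8 dpi and 1886 for Cl13 against Arm in KO cells. Offsets gave 8 in Arm and 65 in Cl13 at 8 dpi, which held all 3 and all 9 DEG reported. Restricting 20 dpi to genes that reach 5 CPM in a library of 8 dpi gave 49 (40 higher, 9 lower), and 79 of the 204 DEG remained in the test. For the settings that do not change the genes tested or the threshold, the cause was not tested.

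With replicate number as a block (replicate block), Cl13 at 8 dpi gave 4 DEG and 20 dpi gave 1011 (406 higher, 605 lower), which held all 204. With length and GC offsets added to the block, 20 dpi gave 732 (403 higher, 329 lower), so the excess of lower genes under the block did not hold with offsets. At 20 dpi the numbers were taken to pair libraries from the same mice, on the assumption that a number marks an experiment. Besides this count and the 6 Tpex and Tex genes given in the report the block changed no other call among the named genes and lists there. At 8 dpi the sources differ on whether the genotypes shared mice, and whether a number marks an experiment there is not known. Libraries of equal number did not all move together, so they were not taken as pairs, and pairing there stays open. The residual correlations of libraries with the same number were 0.206, -0.200 and -0.0191 between genotypes at 8 dpi of Cl13. The Tpex list from accessibility at 8 dpi of Cl13 passed under the block (median -0.52, FDR 0.0827, over all alternatives 0.0516 to 0.891). No paired analysis was made for KO against WT in Arm, for Cl13 against Arm in KO cells and for the infection interaction. The labels and the columns number the KO Arm libraries differently, and neither numbering was used. Removal of immunoglobulin genes was not run, as the tables hold 0 segments.

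Without 1 library, where a lone KO Arm library was taken to vary like the other groups, the counts ranged from 2 to 5 in Arm (5 without WT replicate 3), from 3 to 22 in Cl13 at 8 dpi (22 without WT replicate 1, 16 without WT replicate 2, 3 without KO replicate 2 or 3), from 109 to 243 at 20 dpi (109 without WT replicate 3, 126 without WT replicate 1), from 885 to 2377 for Cl13 against Arm in KO cells and from 43 to 117 for the day interaction. In WT cells Cl13 against Arm ranged from 2596 to 3925.

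Of 170 repeats of the list tests, 153 kept their side of the threshold. Among these, some medians of lists that did not pass changed sign. The Tpex list from accessibility in Arm, at -0.03 in the main fit, was at 0.14 without WT replicate 1. Camera passed 5 more tests, which were the Tpex (median -0.24) and Tex (0.48) lists from RNA and the Tex list from accessibility (0.27) in Arm, the Tpex list from accessibility at 8 dpi of Cl13 (-0.52) and proliferation at 20 dpi (0.56). Without 1 library the Tex list from accessibility at 8 dpi of Cl13 (0.34 to 0.75) no longer passed without WT replicate 1 or 2 (FDR 0.113 and 0.124). At 20 dpi the Tpex list from RNA (-1.23 to -0.70; FDR 0.0684 to 0.156) and the Tex list from accessibility (0.62 to 0.96; 0.0684 to 0.156) no longer passed without WT replicate 1, WT replicate 3, KO replicate 2 or KO replicate 3. Proliferation at 20 dpi (0.36 to 0.80) passed without KO replicate 3 (FDR 0.0247). The Tpex and Tex lists from RNA at 8 dpi of Cl13 kept their side in every repeat (FDR at most 0.0750).

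Of 1084 repeats for named genes, 1036 kept their side of the thresholds, 29 passed newly, 15 of these under DESeq2, and 19 no longer passed. While 0 called values changed sign, some values that did not pass did. *Bach2* in Cl13 against Arm in WT cells, at 1.02 in the main fit, reached -0.61 without 1 library. Depth limited 20 dpi more than 8 dpi. There 3 counts made 0.121 to 0.327 TMM CPM, against 0.0512 to 0.0784 at 8 dpi.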

Other observations

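In this part the fits of pairs labelled in other ways and the tests on the spread of length and GC bias, on replicate 1 of the WT Cl13 group, on dilution, on sex in Arm and for the DEG lost with sex in the fit were chosen after the result was seen, as were the values by which sex and the chromosome segments were weighed as the whole genotype difference, in place of a separation by sex genes and an enrichment near each gene as first set, and the use of the enrichment near *Ptprc* for a part of the difference.

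The edgeR counts of DEG here were 3 in Arm, 9 in Cl13 at 8 dpi and 204 at 20 dpi. Each is lower than the count quoted from the study above, as are its parts by direction. The study used DESeq2, and most of the gap goes with the tool. By DESeq2 at the thresholds used here the counts were 129 (37 higher, 92 lower), 336 (99 and 237) and 512 (374 and 138). The sets compared are not fully alike. For Arm the figure of the study gives an adjusted p of at most 0.1 and no fold change limit. At 20 dpi the genes it named include immunoglobulin genes, of which the tables used here hold 0 segments. In Arm the count and its lower part are slightly higher than those quoted above, as is the lower part in Cl13 at 8 dpi, and the other values are lower by less than those of edgeR. PC2 at 8 dpi carried 16.2% of the variance here. That is lower than the share quoted from the study above. PC1 carried 68.2% at 8 dpi and 74.8% at 20 dpi. The former is higher than the share quoted above, and the latter is close to it.

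Of the 10 ways to split the 6 libraries of a comparison into groups of 3, the real split gave the most DEG (1 of 10 splits) for KO against WT at 8 dpi of Cl13, at 20 dpi, and for Cl13 against Arm in WT cells. A share below 0.1 is out of reach with 10 splits, so chance cannot be excluded by this test for any of the 3. The highest other split gave 0, 187 and 1443 DEG. At 20 dpi that split set KO replicate 1, WT replicate 1 and WT replicate 3 apart, the libraries in which longer transcripts gained most. With length and GC offsets it gave 0 DEG while the real split gave 279. It parted 1 of the 3 pairs of that day, whereas the real split parts all 3. Of the 4 ways to part all 3 pairs, fitted with the pairs as a block, the real one gave 1011 DEG and each of the other 3 gave 0 (732 and 0 with the offsets added), though 4 ways are too few to exclude chance. For Cl13 against Arm the same offsets left 172 for the other split and 3944 for the real one.

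Replicate libraries at 8 dpi differed in how far long transcripts were favoured, with correlations of transcript length and deviation from the group mean from -0.546 to 0.522 across genes, which are not independent replicates. At 20 dpi they ranged from -0.306 to 0.276. Transcript length and GC bias between libraries is a candidate source of the spread between replicate libraries at 8 dpi. Removing these trends lowered the common dispersion from 0.0700 to 0.0481, while 20 shuffles of the lengths and GC contents gave 0.0701 to 0.0702. With these trends removed, Cl13 at 8 dpi gave 65 DEG in place of 9, but whether the lower spread was the cause was not tested. Fragmentation of RNA before library making would leave such a trend, and the authors' quantification could as well. Neither was tested, nor was a biological source.

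Replicate 1 of the WT Cl13 group at 8 dpi lay apart from replicates 2 and 3. It held 1021 TMM CPM of *Tcf7* against 314.2 and 371.2. Its total of 42.9 M counts (42895128) lay within the range of the other libraries of that day, which argues against library size. Naive-like T cells in that library are a candidate explanation. The 6 naive T cell genes chosen before they were looked at were all higher, with a median log2 ratio of 1.04, above every one of 10000 random lists, and 0 of 12 proliferation genes were higher (median -1.18). The 7 Tpex genes from RNA were higher there too (median 0.43, percentile 96.2) and 0 of the 5 Tex genes were (median -0.46, percentile 2.67). Cells that had responded less to the infection may give the same values, and no value here separates them from naive cells. Without this library the Tpex list from RNA at 8 dpi of Cl13 still passed, with medians between -1.83 and -1.16 over all libraries left out in turn.

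Sex went with genotype in the libraries of 8 dpi. In Arm the lower of the KO libraries held 50.2 TMM CPM of *Xist* while WT libraries held at most 0.0178, a separation that the test as first set would have read in favour of sex, so that the effects of genotype and sex of the donor mice cannot be told apart there from these libraries alone. In Cl13 KO replicate 1 carried Y-linked transcripts (142 TMM CPM) as the WT libraries did, which allows both to be fitted. With sex in the fit 3 genes still passed in Cl13, namely *Hmgb2*, *Ctse* and *Klra3*. The 2 genes besides *Hmgb2* argue against sex of the donor mice as the whole genotype difference at 8 dpi of Cl13. Sex was not fitted at 20 dpi. For the 6 DEG lost with sex in the fit the male KO library lay below every WT library in 6 of 6. These genes had been called with that library in the KO group, and the value rests on this 1 library. It therefore cannot decide whether sex of the donor mice is their source. Each of these 6 kept a negative fold change in that fit, where the KO effect rests on fewer contrasts. The Y-linked genes and *Xist* themselves gave 0 DEG by edgeR in both 8 dpi comparisons, 4 in Arm with only the groups compared, and 2 and 1 by DESeq2. At 20 dpi 3 passed by edgeR and 4 by DESeq2.

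Chromosome segments from another strain can travel with a targeted gene or with a congenic marker. Changes of genes inside such a segment around *Hmgb2* were not the whole genotype difference at 8 dpi of Cl13. Of the 332 DESeq2 DEG other than *Hmgb2*, 331 lay outside 10 Mb of it. The same holds for a segment around *Ptprc*, as 324 lay outside 10 Mb of that gene. By edgeR 8 of 8 and 6 of 8 did. Only 29 and 83 of the 12326 genes tested by DESeq2 lie within these distances. Effects of a segment on genes elsewhere were not tested and stay open. By the test as first set, an excess of DEG near the gene, *Hmgb2* gave none (1 of 332 DESeq2 DEG; one-sided exact p = 0.547) and *Ptprc* did. By that test a segment around *Ptprc* stays open as the source of a part of the difference. Of the 8 edgeR DEG other than *Hmgb2* at 8 dpi of Cl13, 2 (*Ctse* and *Ptprv*) lay within 10 Mb of *Ptprc*, where 80 of 12176 genes tested lie (Fisher's exact test, one-sided, p = 0.00116; adjusted over 12 such tests 0.0104). By DESeq2 8 of 332 did (one-sided exact p = 0.00174, adjusted 0.0104). A congenic interval around *Ptprc* that differs between WT and KO donors is thus a candidate explanation for the lower *Ctse* and *Ptprv*. At 20 dpi 0 of 203 edgeR DEG and 6 of 508 DESeq2 DEG lay there (one-sided exact p = 1 and 0.130). A regulation of *Ctse* by HMGB2 remains possible and was not tested.

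The lower Tpex genes at 20 dpi might have come from dilution by cells of other lineages. The 8 CD8 T cell genes had a median log2 fold change of 0.103 at that day, and 7 of the 8 did not separate downward, against a median of -0.97 for the Tpex genes from RNA, which argues against dilution as the source. Loss of Tpex cells from the KO population and lower transcript levels within them are not parted by bulk libraries. By flow cytometry the study found fewer Tpex cells in the KO population in chronic infection, on an earlier day and on a later one. The transcription factor that it names as key to Tpex cells was present in similar shares of WT and KO cells. Loss of Tpex cells is thus reported by the study, though not for the day of these libraries. Lower transcript levels within Tpex cells stay open.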
